A study of Mus musculus with 4 samples. Its data were reported in "RISC-mediated control of selected chromatin regulators stabilizes ground state pluripotency of mouse embryonic stem cells" (2016).

How the data were processed

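RNA from mouse embryonic stem (ES) cells of the line E14Tg2A was measured on 4 single-colour Agilent gene expression arrays. The groups, with 1 array each, were untreated ES cells at day 0, untreated epiblast-like aggregates (ELA, the primed state reached after 2 days in minimal medium), ELA treated with 50 nM 5-azacytidine (AZA, an inhibitor of DNA methyltransferases) and ELA treated with 100 µM CHQ (an inhibitor of histone lysine demethylases). Each array held a pool of RNA from 3 experiments, so no replicate array existed within a group. An array with knockdown of a SWI/SNF component was not analysed here.

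Per the file headers, the authors scanned Cy3-labelled cRNA and read the images with Agilent Feature Extraction 10.7.3.1. The deposited scanner files hold, per spot, the mean intensity, the median intensity of the local background, and an intensity corrected within the array, none of them normalised between arrays, together with flags for uneven spots, outlying spots, saturation and signal well above background. The deposited value table holds log2 values that the authors background-corrected and quantile-normalised with limma. The scale of that table was checked against the scanner values. Across 55122 probes it correlated at r = 0.9999 on each array with a normexp correction without an offset, and the differences from the ELA control correlated at 0.998 to 0.999. Probe coordinates are those of the deposited files (mouse build mm9), and the probes are 60 nucleotides long.

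The main values were computed from the scanner files with limma 3.58.1 in R 4.3.3. The mean spot intensity was corrected with the normexp method on the local background median, with an offset of 50, and the 4 arrays were quantile-normalised together. Control spots were left out after normalisation, and so were spots with an outlier flag. Saturated spots would have been kept, but there were none. The remaining spots of a probe were averaged on the log2 scale. Of the 55681 probes, 559 were left out because no usable spot remained on at least 1 array. The files give 36163 gene names. Probes were renamed through a RefSeq table of mouse genes (assembly GRCm38.p6, used for names only), in which the accession of 26582 probes (47.7%) was found, while the others kept the name of the array design. This gave 36039 gene names, of which 10180 had more than 1 probe. For such a gene the probe with the highest mean over the 4 arrays was used, and the text says where another probe of a named gene disagreed in sign or by 2 log2 units or more in a difference given. A gene was called detected on an array when Feature Extraction marked its probe as well above background. A probe that was not well above background on an array has only a bound there. Where such a bound is given, the brighter array's value was set against the lowest signal among probes well above background on the dimmer array, or against the dim probe's own value where that was higher.

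With 1 array per group no p-value across genes was computed, since genes are not replicates, and the number of arrays limits the precision. A gene was called changed when the absolute log2 difference was at least 1, the mean log2 value of both arrays was at least 7.5, and the probe was well above background on at least 1 of them. The thresholds of size follow the study's methods, whose p-value threshold could not be applied. Comparisons were ELA against ES, each treatment against the ELA control, and CHQ against AZA. For the genes changed between ES and ELA, a gene was counted as moved toward ES when the treated minus ELA difference had the sign of ES minus ELA. The fraction of the difference was the treated minus ELA difference divided by ES minus ELA, so that 0 is the ELA control and 1 is ES. These comparisons share the ELA control array, so unchanged treated arrays were simulated against it in 100 draws, with noise from the replicate spots or from the spread between the AZA and CHQ arrays. The simulated arrays carried no slide difference. Exact (Clopper-Pearson) intervals at 95% and intervals from 200 resamples of genes describe these arrays only. Euclidean distances with complete linkage followed the study's methods.

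For each of 24 gene lists, the median log2 difference was set among 10000 random lists of the same size matched on mean expression in 20 bins. A list was said to stand apart at or below the 2.5th or at or above the 97.5th percentile. Lists, comparisons, thresholds and the rule for named genes were fixed before the data were examined. By that rule, the text names the members of the study's marker lists, of its list of chromatin regulators and of the Argonaute family. It also names, per comparison, the 5 largest rises and the 5 largest falls among genes with an ordinary symbol (no locus number, clone or accession-like name) that were well above background on both arrays, passed the size rule and had the same sign in every other measured probe, and, per list, at most 3 members with the largest change in the list's direction among those well above background on both arrays. Genes and lists chosen after their values were seen are marked as such. Statistics beyond normalisation used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. The calling steps were tested on simulated AZA and ELA arrays of 36039 genes, where 196 of 200 changed genes (98.0%) were recovered with the right sign and 0 unchanged genes were called. A planted list of raised genes reached percentile 100, and 3 of 100 random lists lay beyond the percentile limits.

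The alternatives were scaling to the 75th percentile of the processed intensity, no background correction, normexp with offset 0, the deposited value table, the mean over a gene's probes, a stricter and an absent filter on dim probes, other gene lists, another distance, and different probes of a gene for the compared differences. Scaling to the spike-in probes and removal of the median per probe GC content were added after seeing the data. The ES and ELA control arrays lay on 1 slide and were scanned together (slide 1, scan 1), and both treated arrays lay on another (slide 2, scan 2). Treatment and slide therefore cannot be told apart in any comparison of a treated array with a control.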

Results

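Transcript levels were measured on 4 arrays, for ES cells, ELA, ELA with AZA and ELA with CHQ, with 1 array and a pool of 3 experiments per group and no replicates. Each array had 62976 spots, of which 59305 were gene spots for 55681 probes and 3671 were controls. The share of gene spots well above background was 60.6% for ES, 55.1% for ELA, 69.1% for AZA and 69.2% for CHQ. The median local background was 59 and 77 intensity units on the ES and ELA arrays and 14 and 13 on the AZA and CHQ arrays, which lay on the second slide. Outlier flags removed 188 spots on the ES array, 523 on ELA, 307 on AZA and 308 on CHQ, and 0 spots were saturated. Repeated spots of a probe differed within an array by a pooled SD of 0.16 (log2; 265 probes on the ES array), a spread that covers spotting and reading but no biological variation. Of 36039 genes, 28298 were well above background on at least 1 array.

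The first comparison asked how transcript levels differ between the ground state and the primed state. Of 18926 genes that could be called, 1879 (9.93%) differed between ES and ELA, 867 of them higher and 1012 lower in ELA, and 375 differed by 2 log2 units or more. The alternative that moved this count most was scaling to 7 E1A spike-in probes, which was chosen after seeing the data. It gave 4455 genes, 319 higher and 4136 lower in ELA, because the median of all tested genes moved from -0.00 to -0.67. Directions between ES and ELA are thus relative to the bulk of transcripts. By the rule for named genes, the largest rises in ELA were Ephb1 (4.13 log2; chromosome 9, 101824549 to 101824608), Rgl3 (4.11; chromosome 9, 21775971 to 21776030), Ebf3 (3.44), Cdh22 (3.41) and Vstm2l (3.30). The largest falls were Spink1 (-5.44; chromosome 18, 43887802 to 43887858), Mymx (-5.21; chromosome 17, 45737921 to 45737980), Jam2 (-4.39), Khdc3 (-4.04) and Id1 (-3.99; chromosome 2, 152563083 to 152563142).

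The study's marker genes were read next. Of the 6 ground state markers, all were lower in ELA than in ES. The log2 intensity of Nanog was 15.01 in ES and 12.55 in ELA (chromosome 6, 122664590 to 122664649). Klf4 had 12.54 and 9.49 (chromosome 4, 55540167 to 55540226), Zfp42 had 15.77 and 11.95 (chromosome 8, 44380667 to 44380726), and Esrrb had 14.92 and 12.06 (chromosome 12, 87862509 to 87862568). Nr0b1 had 13.10 and 9.24 (chromosome X, 83441169 to 83441228), and Fgf4 had 15.22 and 13.98 (chromosome 7, 152051089 to 152051148). A second, dimmer Nanog probe (122663676 to 122663735) disagreed, with 9.44 in ES and 9.70 in ELA, and the mean over both probes, the alternative that moved Nanog most, gave an ELA minus ES difference of -1.10. The general pluripotency genes differed less, with ELA minus ES differences of -0.49 for Pou5f1 (chromosome 17, 35647280 to 35647340) and -0.67 for Sox2 (chromosome 3, 34550773 to 34550832). The priming markers were higher in ELA, by 2.88 for Fgf5 (chromosome 5, 98705980 to 98706039) and 0.57 for Eomes (chromosome 9, 118394425 to 118394484).

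The next comparisons asked what each inhibitor did to ELA, and each sets arrays of different slides against each other. With AZA, 4887 of 19148 genes (25.5%) differed from the ELA control, 2665 higher and 2222 lower. With CHQ, 5107 of 19155 genes (26.7%) differed, 2753 higher and 2354 lower. Between AZA and CHQ, on the same slide, 1949 of 19186 genes (10.2%) differed, 1040 higher and 909 lower with CHQ. The count moved most without any filter on dim probes, to 6016 genes for AZA and 6191 for CHQ. The balance of higher and lower genes depended on scaling. The 75th percentile gave 2262 higher and 3162 lower genes with CHQ, and the spike-in probes gave 2086 higher and 2725 lower with AZA and 1825 higher and 4043 lower with CHQ. The median of all tested genes was -0.09 for AZA and -0.10 for CHQ, -0.20 and -0.26 under the 75th percentile, and -0.27 and -0.42 under the spike-in scaling. The changes below are relative to the bulk of transcripts. Different probes of the same gene allowed a check on single-probe effects. Over 4878 genes with a pair of probes, the correlation between probes was 0.736 for ELA minus ES, 0.638 for AZA minus ELA, 0.612 for CHQ minus ELA and 0.657 for CHQ minus AZA. Genes are not independent replicates, so these and the correlations across genes below carry no p-value.

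The largest rises with AZA were Mlana (6.83; chromosome 19, 29782737 to 29782796), Anxa8 (6.54; chromosome 14, 34913661 to 34913720), Ephx1 (6.20; chromosome 1, 182919689 to 182919748), Mymx (6.16) and Lefty1 (6.12). A second Ephx1 probe (182924124 to 182924183) rose less, by 1.07 with AZA and 1.09 with CHQ, and a second Anxa8 probe by 4.26 with both. The largest falls were Stmn4 (-6.19; chromosome 14, 66980442 to 66980501), Calcr (-5.04), Vat1l (-5.04), Jakmip2 (-4.62) and Slc39a8 (-4.33). With CHQ the largest rises were Anxa8 (6.74), Nkx2-9 (6.34; chromosome 12, 57712410 to 57712469), Ephx1 (6.20), Mlana (6.09) and Abcb1b (5.92), and the largest falls were Myl9 (-6.97; chromosome 2, 156607301 to 156607360), Stmn4 (-4.97), Stmn3 (-4.55), Plac8 (-4.34, or -2.14 at a second probe) and Car14 (-4.33). Of the genes changed by both treatments, 3280 moved in the same direction, 1798 up and 1482 down, and 18 in opposite directions. Across the 28298 detected genes, the AZA and CHQ differences correlated at r = 0.831 (0.825 to 0.838 over 200 resamples of genes; Spearman's rho 0.810). Simulated unchanged arrays that shared the ELA control gave r = 0.50, and 67.6 genes changed in the same direction. That r follows from a shared control with equal noise. The simulation held no slide difference, so it does not tell a treatment effect from a slide effect common to both treated arrays. Scaling to the 75th percentile moved the observed correlation most, to 0.774.

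The study used the genes that change between ES and ELA to ask whether the inhibitors hold ELA near the ground state. Of the 1879 genes, 1701 (90.5%, exact interval 89.1 to 91.8) moved toward ES with AZA and 1615 (86.0%, 84.3 to 87.5) with CHQ. The largest shift of these shares came with all detected genes in place of the list, 67.7% for AZA and 64.3% for CHQ. Moves of 1 log2 unit or more were toward ES for 1317 genes with AZA and 1121 with CHQ, and away from ES for 31 and 54. Unchanged arrays simulated against the shared ELA control gave 58.4% with noise of replicate spots and 67.1% with noise of the AZA to CHQ spread (65.4 to 68.6 over 100 draws), each draw over its own list of changed genes (2916 on average with the wider noise). Over all detected genes they gave 57.9% and 60.3%. With the list's genes drawn at random, the share averaged 49.7% for AZA and 49.7% for CHQ. The median fraction of the ES to ELA difference was 1.06 with AZA (1.02 to 1.09) and 0.838 with CHQ (0.796 to 0.869), against 0.126 for the simulated arrays with the wider noise. When 1 probe of a gene defined the ES to ELA difference and another the treatment difference, so that the compared differences shared no spot of the control array, 409 genes gave fractions of 0.699 and 0.557. For the 1012 genes higher in ES, 92.4% moved toward ES with AZA and 86.9% with CHQ. For the 867 genes lower in ES, 88.4% and 84.9% did.

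**Figure D1:**
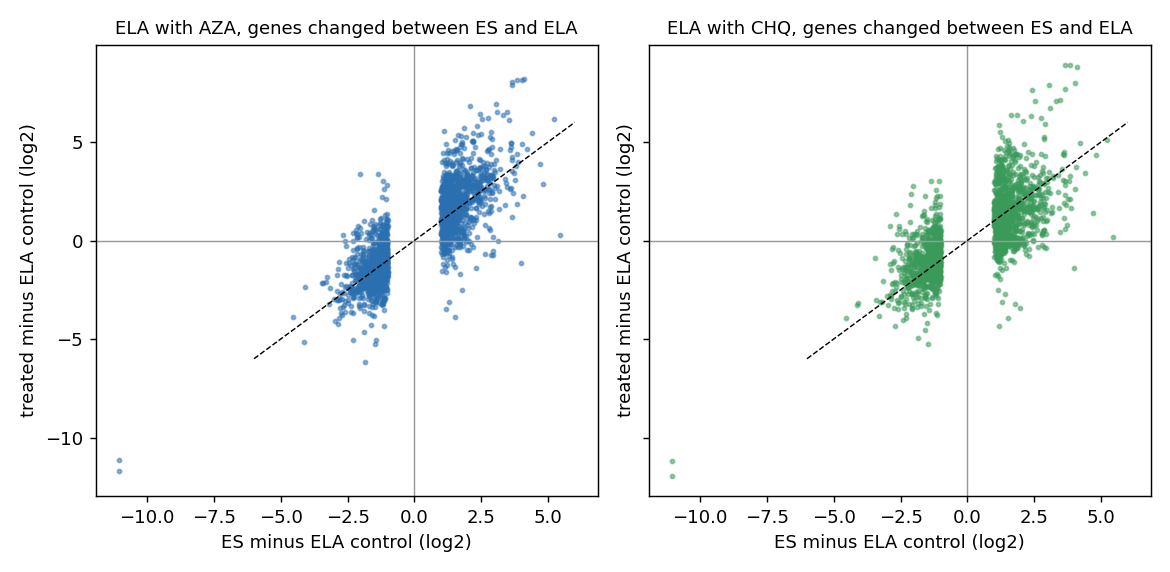
Each point is 1 of the 1879 genes changed between ES and ELA, with the ES minus ELA difference on the horizontal axis and the treated minus ELA difference on the vertical axis (log2), for AZA on the left and CHQ on the right. The dashed line marks equal differences, and 90.5% of genes with AZA and 86.0% with CHQ lie on the same side of 0 on both axes.

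Within the second slide, where no slide difference enters, the AZA minus CHQ difference had the sign of ES minus ELA for 1192 of the 1879 genes (63.4%, exact interval 61.2 to 65.6). The share was 67.8% for genes higher in ES and 58.4% for genes lower in ES. The ELA minus ES and CHQ minus AZA differences, which share no array and each lie within a slide, correlated at 0.178 across all detected genes and at 0.339 across the 1879 genes.

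Marker genes followed the treatments unequally. With AZA, Nanog had 15.39 and with CHQ 12.53, so that CHQ minus ELA was -0.02. The second Nanog probe fell with both, by 1.58 with AZA and by 1.02 with CHQ, so the rise with AZA rests on the brighter probe. With AZA and CHQ, Klf4 had 13.56 and 12.99, Esrrb had 15.98 and 13.98, Nr0b1 had 13.66 and 12.53, and Fgf4 had 15.67 and 16.33. Zfp42 rose from ELA by 3.77 with AZA and by 3.05 with CHQ. Pou5f1 had 14.04 and 13.49, below both controls, and Sox2 had 13.73 and 13.36. Fgf5 fell to 11.93 and 13.30, from 14.47 in ELA, and Eomes to 9.43 and 9.24, from 10.16, although a dimmer Eomes probe changed by 0.01 with AZA. Between the treated arrays, on the same slide, CHQ minus AZA was -2.86 for Nanog (0.56 at the second probe), -1.99 for Esrrb, -1.13 for Nr0b1 and 1.37 for Fgf5.

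**Figure D2:**
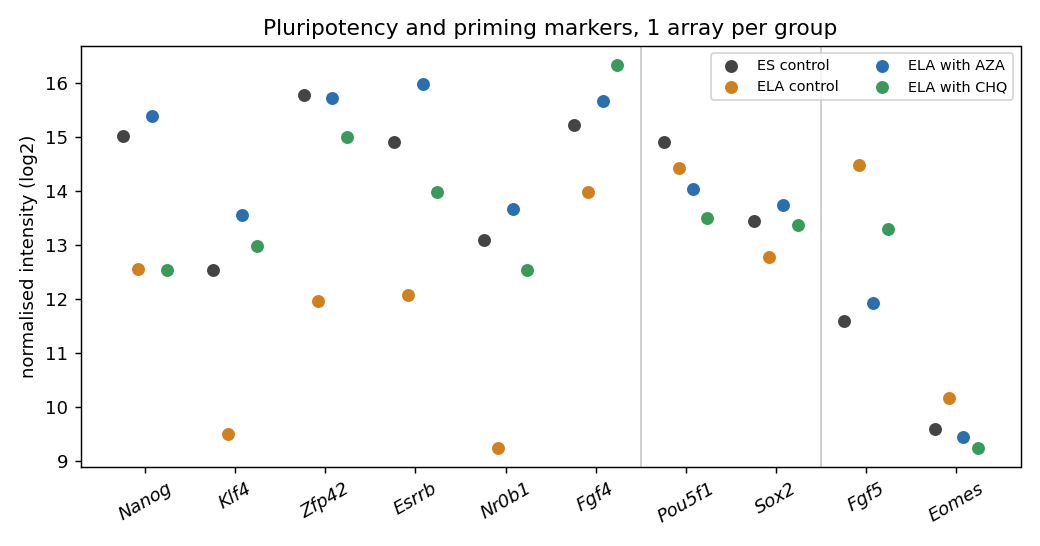
Normalised intensity (log2, vertical axis) of the study's marker genes on each of the 4 arrays, 1 point per array, with ground state, general pluripotency and priming markers separated by vertical lines. Nanog reads 15.39 with AZA and 12.53 with CHQ, and Fgf5 reads 11.93 and 13.30.

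Distances between arrays over the 1879 genes placed both treated arrays nearer to ES than to ELA. The Euclidean distance from AZA was 54.1 to ES and 95.9 to ELA, a ratio of 0.564 (0.538 to 0.588 over 200 resamples of genes). From CHQ it was 59.3 to ES and 87.0 to ELA, a ratio of 0.682 (0.652 to 0.707). The distance was 76.2 between ES and ELA and 41.7 between AZA and CHQ. Complete linkage joined AZA with CHQ first, then ES, and ELA last. Rank distance (1 minus Spearman's correlation) moved the ratios most, to 0.309 and 0.472. Over all 28298 detected genes the tree differed, joining AZA with CHQ at 97.1 and ES with ELA at 103, which are the pairs of the slides, and the ratios were 0.786 and 0.865.

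**Figure D3:**
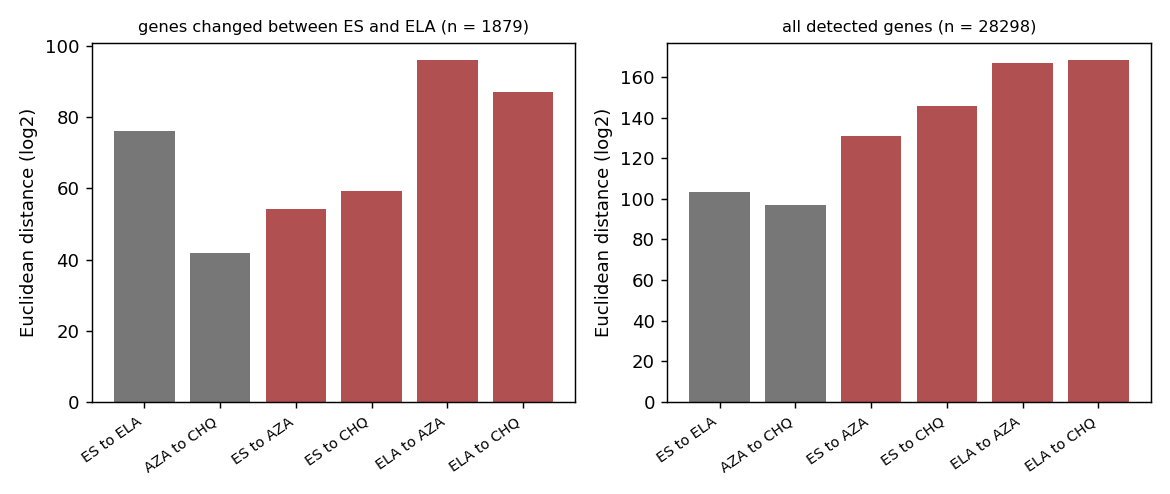
Euclidean distance (log2 units, vertical axis) for each pair of arrays, over the 1879 genes changed between ES and ELA on the left and over all 28298 detected genes on the right, with pairs on the same slide in grey and pairs across slides in red. On the left ELA to AZA is longest at 95.9, and on the right the same-slide pairs are shortest at 103 and 97.1.

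Between AZA and CHQ, which asks how the inhibitors differ from each other, the largest rises with CHQ were Rbmy (4.09; chromosome Y, 2097348 to 2097407), Egfr (3.99; chromosome 11, 16813815 to 16813874; as low as 0.95 at other probes), Ltf (3.93), Ces2e (3.69; 0.76 at a probe not well above background with AZA) and Pla2g4a (3.57). The largest falls were Pramel14 (-3.91; chromosome 4, 143581025 to 143581084), Tcl1 (-3.83; chromosome 12, 106454973 to 106455032), Car9 (-3.59), Mfap4 (-3.46) and Brcc3 (-3.41). Ltf, Rbmy, Ces2e and Pramel14 were not well above background on the ELA array.

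Gene lists were read as the median log2 difference of their members. The alternative that moved the planned lists most was spike-in scaling, which took the naive pluripotency list from -2.87 to -3.94 for ELA minus ES and the 5 reference transcripts from -0.16 to -1.21 for CHQ minus ELA. Of the alternatives fixed before the data were examined, it was scaling to the 75th percentile, which took the reference transcripts to -1.05. The naive pluripotency list (15 genes, which hold the 6 ground state markers) had a median of -2.87 for ELA minus ES, 3.77 for AZA minus ELA, 1.97 for CHQ minus ELA and -1.29 for CHQ minus AZA, at percentiles 0, 100, 100 and 0. The ground state markers had -2.95, 3.84, 2.70 and -0.93, the general pluripotency markers -0.58, 0.29, -0.17 and -0.46, and the priming markers 1.72, -1.64, -1.05 and 0.59. The primed pluripotency list (12 genes) had 0.96, -1.31, -0.70 and 0.83, and stood apart in each comparison. The early neural list had 0.86, -1.71, -1.31 and -0.05, and did not stand apart between AZA and CHQ. Dppa3, of the naive list, followed it for ELA minus ES and CHQ minus AZA but did not rise with the treatments, with 12.38 in ES, 10.41 in ELA, 9.95 with AZA and 6.98 with CHQ. The LIF and STAT3 list (10 genes) had -1.94, 1.35, 1.15 and -0.18. Without its 3 naive members, a reduction chosen after seeing the data, it had -1.48, 0.71, 0.28 and 0.21 and no longer stood apart with AZA (percentile 96.1) or CHQ (80.8).

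The sterol synthesis list (21 genes) had a median of 0.60 for ELA minus ES, -1.36 for AZA minus ELA, -0.55 for CHQ minus ELA and 0.93 for CHQ minus AZA, where the first turned to -0.05 under spike-in scaling. All 21 members fell with AZA, among them Lss (-2.72) and Insig1 (-1.83). The HIF target list (24 genes) had 0.07, 1.03, 1.10 and 0.16, where the first turned to -0.46 and the last to -0.04 under spike-in scaling, and was led by Car9 (3.89) and Ndrg1 (2.95) with AZA and by Adm (4.05) with CHQ. The p53 target list (16 genes) had -0.14, 1.03, 1.45 and 0.40, with Plk2 at 3.08 with AZA and 3.18 with CHQ. The germline list (17 genes) had -0.85, 1.86, 1.74 and 0.14, where the last turned to -0.08 under spike-in scaling, with Fkbp6 (3.22), Dazl (3.15) and Tuba3a (3.12) the largest rises with AZA among members well above background on both arrays. The ATF4 list (14 genes) had 0.34, 0.40, 0.73 and 0.17, where the first turned to -0.38 under spike-in scaling, and stood apart with CHQ (percentile 99.6) but not with AZA (96.7). The sterol, HIF, p53 and germline lists stood apart with both treatments, and the sterol, HIF and p53 lists also between them. Reference transcripts had -0.01, -0.17, -0.16 and 0.01, with the AZA minus ELA value at -0.93 and the CHQ minus AZA value at -0.10 under the 75th percentile, the latter at -0.19 under spike-in scaling, and the ELA minus ES value at 0.01 without background correction and -0.66 under spike-in scaling.

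**Figure D4:**
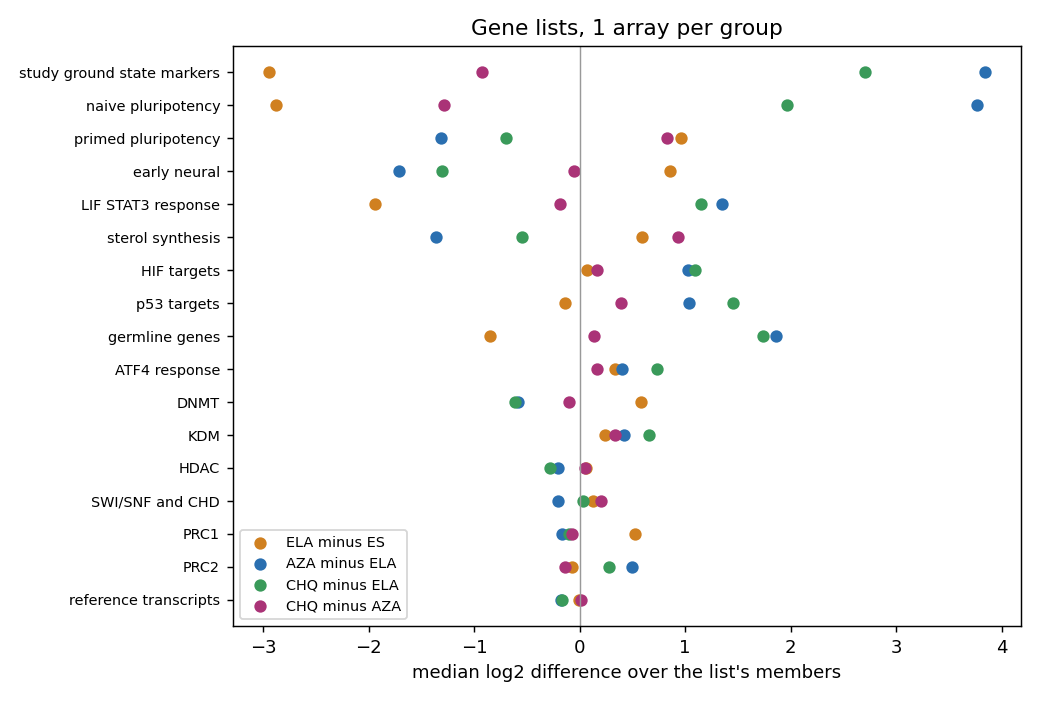
Median log2 difference over the members of each plotted gene list (horizontal axis) for 4 comparisons, 1 point per comparison. Naive pluripotency lies at -2.87 for ELA minus ES, 3.77 for AZA minus ELA and 1.97 for CHQ minus ELA, while for ELA minus ES the rises of sterol synthesis, HIF, ATF4, DNMT, KDM, HDAC, SWI/SNF and CHD and PRC1, for CHQ minus ELA those of SWI/SNF and CHD and PRC2, and for CHQ minus AZA those of HIF, germline, reference, HDAC and SWI/SNF and CHD turned to falls under spike-in scaling.

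The study's 7 detected chromatin regulators had a median of 0.59 for ELA minus ES (percentile 99.97), -0.13 for AZA minus ELA and -0.15 for CHQ minus ELA, where the first turned to -0.06 under spike-in scaling. CHQ minus AZA was 0.18 and turned to -0.06 under the 75th percentile and -0.16 under spike-in scaling. ELA minus ES was 1.08 for Dnmt3b (chromosome 2, 153513403 to 153513462), 0.65 for Kdm2b, 0.62 for Smarcd1, 0.59 for Smarca4, 0.43 for Chd4, 0.16 for Kdm5b and 0.08 for Dnmt1. With AZA and CHQ, Dnmt3b fell by 1.77 and by 1.08 from ELA, the same sign as at its other probes. Smarca4 changed by 0.02 and 0.20 at its brightest probe and by -2.17 and -1.83 at a dimmer probe, and Kdm2b by 0.42 and 0.66 at its brightest probe and by -0.66 and -0.51 at a dimmer probe, so these directions were not settled. Kdm5b at its other probes had ELA minus ES values of -0.03, 0.56 and -0.22, so this direction was not settled either. AZA minus ELA and CHQ minus ELA were 0.44 and 0.83 for Kdm5b (0.07 to 0.34 and 0.04 to 0.16 at its other probes), -0.67 and -0.70 for Chd4, -0.29 and -0.49 for Smarcd1, and -0.13 and -0.15 for Dnmt1.

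In whole families, for ELA minus ES, AZA minus ELA, CHQ minus ELA and CHQ minus AZA, the DNMT list had medians of 0.58, -0.59, -0.62 and -0.10 and the KDM list 0.24, 0.42, 0.66 and 0.33, where the ELA minus ES value turned to -0.02 for DNMT and -0.48 for KDM under spike-in scaling. The KDM value for CHQ minus AZA shrank to 0.11 under the 75th percentile and to 0.01 under spike-in scaling. Dnmt3l, chosen after its values were seen, moved against the DNMT list. It had 15.98 in ES, 13.22 in ELA, 16.31 with AZA and 15.38 with CHQ. The HAT list had 0.07, 0.53, 0.41 and 0.16, with the first at -0.03 under the 75th percentile and -0.63 under spike-in scaling, and the last at -0.02 under spike-in scaling. The HDAC list had 0.06, -0.21, -0.28 and 0.05, with the last at -0.12 under the 75th percentile and -0.21 under spike-in scaling, which put the first at -0.54. The HMT list had -0.09, -0.35, -0.25 and -0.06, with the first at 0.30 for the mean over probes. The SWI/SNF and CHD list had 0.12, -0.21, 0.03 and 0.20, with CHQ minus ELA at -0.29 under the 75th percentile, and the first, CHQ minus ELA and the last at -0.55, -0.45 and -0.00 under spike-in scaling. The PRC1 list had 0.52, -0.16, -0.10 and -0.07, with the first at -0.18 under spike-in scaling, and the PRC2 list had -0.07, 0.50, 0.28 and -0.14, with CHQ minus ELA at -0.01 under spike-in scaling. The cytochrome P450 list had -0.03, -0.08, -0.05 and 0.05, with the first at 0.13 when probes had to be well above background on both arrays and CHQ minus ELA at 0.09 for the mean over probes. Of these families, DNMT, KDM and PRC1 stood apart for ELA minus ES, KDM and HAT for AZA minus ELA, KDM for CHQ minus ELA, and KDM and SWI/SNF and CHD for CHQ minus AZA. KDM was close to the limit for ELA minus ES (percentile 97.59) and AZA minus ELA (97.52). PRC2 for AZA minus ELA (97.27) and HAT for CHQ minus ELA (97.36) fell just short of it. For the mean over probes, KDM had 0.27 for AZA minus ELA and 0.29 for CHQ minus ELA. The Argonaute list had 0.12, 0.23, 0.19 and -0.40 and stood apart in none of these comparisons, and its CHQ minus ELA value was -0.20 for the mean over probes and -0.03 under spike-in scaling, which put its ELA minus ES value at -0.45. AZA minus ELA and CHQ minus ELA were -0.03 and -0.56 for Ago1, 0.37 and 0.10 for Ago2 (-0.43 and -1.46 at a dimmer probe), 0.09 and 0.27 for Ago3, and 1.63 and 1.08 for Ago4. Ago3 and Ago4 were dim, at 7.08 and 7.38 in ELA. A second Ago4 probe, not well above background in ES or ELA, gave 0.77 and 0.70. The paper names Ago1 and Ago2 as the sole members of the family expressed in ES cells.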

Values the study reported

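The study counted 1207 genes as differentially expressed between ES and ELA cells, at an absolute log2 fold change of at least 1, a corrected p-value below 0.05 and a mean log2 expression of at least 7.5.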

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

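Of the alternatives, scaling to the spike-in probes and removal of the median per probe GC content were chosen after seeing the data, and the others before. Across 9 alternatives the number of genes changed by AZA ranged from 4430 to 6016 and by CHQ from 4581 to 6191, within 1.5 times the main counts. For ELA against ES, 8 of 9 alternatives stayed within 1.5 times, from 1667 to 2459. The exception was scaling to the spike-in probes with 4455 genes, 1189 of them among the 1879, since it shifts the median of all tested genes by its construction.

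Both distance ratios stayed below 1 in every alternative run. Scaling to the spike-in probes was not run for the ratios, shares, fractions or the correlation of AZA with CHQ. Under it the median of all tested genes was -0.91 for AZA minus ES and -0.27 for AZA minus ELA. With CHQ these medians were -1.08 and -0.42. Whether the nearness to ES holds under that scaling was therefore not tested. Scaling to the 75th percentile gave 88.5% and a fraction of 0.983 for AZA, 83.8% and 0.781 for CHQ, and 0.774 for the correlation of AZA with CHQ. The deposited value table gave shares of 88.8% and 84.2%. Without a filter on dim probes the AZA fraction was 1.01. The cause of these shifts was not tested.

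Other gene lists moved the values by their construction. The study's own list, which repeats the names of genes with several probes and of which 1042 of 1043 distinct names were found and 771 were among the 1879 genes, gave a share of 92.4% and a distance ratio of 0.487 for AZA and a fraction of 0.773 for CHQ. The study drew that list from the same comparison of ES with ELA, with a p-value threshold that 1 array per group cannot give. Whether the list shares the arrays used here was not determined, so it is not taken as independent evidence. Genes differing by at least 2 log2 units gave shares of 94.1% for AZA and 91.5% for CHQ and a CHQ fraction of 0.779. All detected genes gave shares of 67.7% and 64.3%, against 60.3% for simulated unchanged arrays with the wider noise, fractions of 0.861 and 0.733, and ratios of 0.786 and 0.865. Rank distance gave ratios of 0.309 and 0.472. Different probes for the compared differences, over 409 genes, gave shares of 85.8% and 83.4% and fractions of 0.699 and 0.557.

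Of 1260 checks of list medians, 1101 moved by less than their spread, 159 moved further, and 0 of the lists that stood apart changed sign. Of 1120 checks of named genes, 698 moved by less than the spread of repeated spots, 422 moved further, and 0 called differences changed sign. Spike-in scaling, which is not among these checks, changed the sign of 6 of the 13 lists that stood apart for ELA minus ES and of 2 of 8 for CHQ minus AZA, and of 0 of 12 for AZA minus ELA and 0 of 11 for CHQ minus ELA. The spike-in probes themselves read 0.60 higher on ELA than on ES, 0.27 higher on AZA than on ELA and 0.47 higher on CHQ than on ELA after quantile normalisation. The study's array methods do not say how this spike-in was added, so what the spike-in shifts and sign changes reflect stays open.

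A fit with the slide as a block was not run, because the slides hold different groups and each group has 1 array. No paired analysis was possible because each group has 1 array. Signal over background limits the ELA array most, where 55.1% of gene spots were well above background, so falls from ES to ELA and rises from ELA of dim genes are less exact than other differences.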

Other observations

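The tests on dim probes, on S phase and on the shared control were written before their results were seen, while those on probe-level differences, probe GC, whole chromosomes, RNA without poly(A), the germline and HIF lists, a general rise of dim probes, the slide, its handling and the ELA array alone were chosen after. The 2-cell, S phase, histone and small nuclear RNA lists were also chosen after the data were seen.

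For genes changed between ES and ELA, the count here was 1879 genes. That is higher than the value quoted from the study above. The study's list repeats the names of genes with several probes and holds 1043 distinct names. Its p-value threshold was not applied here, and the cut on mean log2 was applied on another scale. The deposited value table gave 1778 genes.

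Arrays on different slides differed more than arrays on the same slide, with 25.5% of genes changed by AZA against 9.93% between ES and ELA. Part of this may be a probe-level difference between slides, because probes of the same gene disagreed by an SD of 0.565 for AZA minus ELA against 0.289 for ELA minus ES and 0.311 for CHQ minus AZA. It is unlikely to be the whole source, since the pairs of probes still correlated at 0.638. Among 11297 bright genes, 20.7% changed with AZA against 7.91% between ES and ELA, which speaks against the background of dim probes as the whole source. Removing the median per probe GC content gave 4837 changed genes against 4887. For AZA minus ELA, the largest shift of an autosome's median from that of all genes was -0.070 among 19 autosomes (chromosome 14, 520 genes). A change from 2 to 3 copies would give 0.58. The median of chromosome 14 was -0.20 for CHQ minus ELA. That of chromosome X, not among the autosomes, was -0.22 for AZA minus ELA. The treatments, and any slide effect that probes of a gene share, stay open, and treatment and slide cannot be told apart.

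The treated arrays lay nearer to ES than to ELA. With the wider noise, simulated unchanged arrays that shared the ELA control gave on average 67.1% of the genes of their own lists moved toward ES, below the 90.5% and 86.0% observed. The shares were 85.8% and 83.4% with different probes for the compared differences, which argues against shared spots as the whole source. Genes drawn at random gave at most 52.6% in 100 draws per treatment. The treated differences thus follow the ES to ELA difference gene by gene. Such a draw gives a like share whatever caused the differences, so it does not tell slide from treatment. A deviation of the single ELA array would also bring ES and the treated arrays together. ELA minus ES and CHQ minus AZA, which share no array, correlated at 0.339. This argues against such a deviation as the whole of the ES to ELA difference. It does not place the treated arrays against the controls, so such a deviation stays open as a source of their nearness to ES. Within the second slide, 63.4% of the genes had an AZA minus CHQ difference with the sign of ES minus ELA, which orders the treated arrays against each other but not against the controls. A difference in the handling of cells or RNA between slides that follows the ES to ELA change stays open, and it and treatment cannot be told apart, because each control lies on the first slide.

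Histone transcripts were lower on both treated arrays. The list of replication-dependent histone clusters had a median of -1.17 for AZA minus ELA and -1.45 for CHQ minus ELA, and -0.06 for CHQ minus AZA. These transcripts lack a poly(A) tail, so a lower yield of such RNA on the second slide may account for the fall. Small nuclear RNA genes, which also lack the tail, had a median of -1.45 with AZA over 5 genes selected by symbol. A first selection by description words, replaced after its value was seen because it took in protein genes such as Lsm7 and Snapc2, had -0.31 over 18 genes at percentile 4.95. Fewer cells in S phase stays open as well. With AZA, polyadenylated S phase transcripts had a median of 0.024, or -0.29 under the 75th percentile, where the histone list had -1.59, but 9 members were higher and 6 lower, from -0.96 to 0.92. With CHQ, their median was -0.10, or -0.71 under the 75th percentile, with Ccne1 at -1.80. The small nuclear RNA genes are too few, and the S phase transcripts too divided, to decide between these. An effect of the treatments on histone transcripts was not tested.

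Germline genes rose on both treated arrays, by medians of 1.86 with AZA and 1.74 with CHQ. If inhibition of DNA methylation with AZA alone were the whole source, the list would be lower with CHQ on the same slide. Its CHQ minus AZA median was 0.14, or -0.08 under spike-in scaling, both far smaller than the rise. Members were divided, with 9 higher and 8 lower with CHQ, from -2.21 to 1.68, and 4 lower by 1 or more. The median thus argues against that source for the list as a whole, and leaves it open for single members. The paper reports that CHQ, too, blocked methylation at the Nanog promoter. Lower DNA methylation with both treatments therefore stays open. HIF targets rose as well, by 1.03 and 1.10. If inhibition of oxygenases by CHQ were the whole source, CHQ minus AZA would be of like size, but it was 0.16 and turned to -0.04 under spike-in scaling. A shared effect of the treatments and a slide difference stay open for both lists and cannot be told apart.

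Genes of the 2-cell stage rose strongly on both treated arrays, with medians of 3.51 for AZA and 4.43 for CHQ over 18 genes and 0.48 for CHQ minus AZA. For ELA minus ES the median was -1.20 over 15 genes, or -0.78 over 18 without a filter on dim probes. AF067061 had 11.77 in ES, 7.68 in ELA, 15.88 with AZA and 16.50 with CHQ. Zscan4f had 10.22 in ES and was not well above background in ELA, so that AZA was at least 281-fold and CHQ at least 255-fold higher. Several of these genes have near-identical copies that a probe cannot separate, so they are not independent members. The 14259 genes not well above background on the ELA array had a median of 0.036 with AZA, but quantile normalisation holds such a median near 0, so this value, the test first planned, decides nothing. Under the 75th percentile, which leaves it free to move, the median of these genes was -0.85 with AZA and -0.83 with CHQ, while the rise of the 2-cell list grew by 1.39 with AZA and by 0.93 with CHQ. The median local background was 77 on the ELA array against 14 and 13 on the AZA and CHQ arrays. The processed intensity of a dim probe may follow that background. This median therefore cannot exclude a general rise of dim probes on the second slide. Against ES, where 15 of the 18 genes were lower than on each treated array, the medians were 2.90 for AZA and 3.75 for CHQ. The rise exceeded the probe-level spread between slides given above, and 1.28% of the dim genes rose by as much as the list's median with AZA under the 75th percentile. A treatment effect and a difference in the handling of cells or RNA between slides stay open and cannot be told apart, because each control lies on the first slide.

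Treated levels of some genes are given as values. Spink1 had 12.86 in ES, 7.41 in ELA, 7.72 with AZA and 7.61 with CHQ. Id1 had 14.60, 10.61, 9.46 and 9.19. Id2 and Id3, chosen after their values were seen, had 13.40, 10.45, 9.74 and 10.80, and 13.43, 13.69, 11.34 and 10.36. Socs3, chosen likewise, had 13.45, 10.44, 12.54 and 13.09. The plot of differences from the ELA control also shows a pair of genes far from the others, 4933407C09Rik and A_55_P1994184 (a probe without a gene name). Their ELA minus ES differences were 11.06 and 11.07, and each rests on the ELA array alone, where they read 18.26 and 17.34 against 7.19 and 6.27 in ES. They carried no outlier flag, and no explanation was tested.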
